A study of Rattus norvegicus with 7 samples.

How the data were processed

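RNA sequencing of hippocampus and hypothalamus was analysed from 7 libraries, each from a male Sprague Dawley rat fed for 6 weeks on a diet with docosahexaenoic acid (DHA), an omega-3 fatty acid that is concentrated in brain membranes. The labels give 4 libraries of DHA hippocampus and 3 of DHA hypothalamus. Libraries of rats on regular chow were not analysed here, so no effect of the diet was estimated. Per the labels' protocols, poly-A RNA was selected from total RNA, fragmented, reverse transcribed with random primers and sequenced on an Illumina HiSeq 2000.

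Values were FPKM (fragments per kilobase of transcript, scaled to library size), computed by the authors and deposited as 1 table per tissue. Neither the labels nor the file headers state the aligner, the quantifier, the genome build, the annotation or whether fragments were assigned by strand. Per the file headers, each row is a locus with a numbered identifier and a gene symbol, and each value is followed by a status word. The tables listed 18087 loci with 16223 symbols in hippocampus and 17762 loci with 16183 symbols in hypothalamus. Of the locus numbers, 10839 occurred in both tables, and 58 of these carried the same symbol in both. The tables were therefore treated as separate quantification runs, each with its own normalization, and loci were joined across tables by symbol alone. Of the symbols, 97.3% in each table were found as a symbol or synonym in a RefSeq gene table of the rat assembly GRCr8 (15788 and 15751 symbols). That table served for older names and for gene order along chromosomes. Its start coordinates were used only to rank genes, and none are given here.

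Loci with a status other than OK in any library of a tissue were left out, 86 in hippocampus and 24 in hypothalamus. For symbols with several loci (1743 in hippocampus, 1472 in hypothalamus), the locus with the highest mean FPKM was taken. Values were compared as log2(FPKM + 1), and differences on this scale understate the change of low genes. Within a tissue, FPKM was used as deposited, and loci with a mean of at least 1 FPKM entered the SD among replicates and the correlations between libraries. Across tissues, each library was rescaled to a sum of 1000000 over the symbols found in both tables. Symbols with a mean of at least 1 FPKM in a tissue were compared, and a symbol was called higher in a tissue when every library of that tissue lay above every library of the other and the means differed at least 2-fold on the log2(value + 1) scale.

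A limma test between the tissues had been planned on the condition that the tables had not been normalized separately. How the FPKM were normalized is not stated. Because the locus numbering points to separate runs, the test was not run, and the differences between tissues are described without a p-value. Tissue and table cannot be told apart. The tables held no comparison of the authors' own, so a planned summary of such columns was not made either.

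The grouping, the description of tissue differences, the gene lists and most alternatives were fixed before the data were examined. The 12 gene lists covered fatty acid handling, markers of hippocampus and of hypothalamus, cell types, immediate early genes and tissues adjoining the dissection. A list's level in a library was the mean log2(FPKM + 1) over its genes. Genes were matched by symbol or by a synonym that is no other gene's current symbol. Named genes were those of the fatty acid list and of the marker lists, the 5 with the largest difference between tissues in each direction among called genes with a mean of at least 5 FPKM in the higher tissue, and in each tissue the 5 loci with the largest SD over replicates among loci with a mean of at least 5 FPKM. Any other gene is named as chosen after its values were seen. The values of a listed hippocampal marker gene are not reported here. To place a list's range over libraries, 10000 random lists were drawn with the same number of genes, matched on mean expression in 20 bins. The genes of a random list were drawn independently of each other. A list whose genes vary together can therefore exceed the random lists, whatever the cause.

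Sequencing depth is unknown, since FPKM carries no counts, and no interval for counting error was computed. Where whole fragments were counted, low values of a gene are multiples of what 1 fragment is worth, and the ratio of such values between libraries then clusters at the ratio of those worths. This was examined over loci above 0 and under 0.1 FPKM in both libraries of a pair. A locus was counted as lost in a library when it was under 0.1 times the lowest value of the other libraries of its tissue and that lowest value was at least 5 FPKM. Rows of each chromosome followed the reference gene order, then started again from its beginning. The parts before and after that restart are called runs, and a chromosome was given runs only when the rank correlation with the reference order was at least 0.8 in both parts. Chromosome X did not meet this and has none.

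The alternatives tried were pseudocounts of 0.1 and 5, other filters on low values, FPKM as deposited and other scalings, Spearman in place of Pearson correlation, and leaving out each library. Summing over the loci of a symbol, keeping only symbols with 1 locus, keeping loci of any status and leaving out replicate 1 of both tissues were added after seeing the data. Within a tissue, no library was a copy of another: at most 1 locus above 0 held the same value in any of its pairs.

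Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The procedures were tested on simulated data. Of 200 genes changed 4-fold among 10403, all 200 were called, with 0 false calls, and 5.43% of unchanged genes were fully separated. Of 200 loci set to 0 among 10403, 200 were found, with 0 false calls. These loci were chosen well above the level that the rule requires, so it was all but bound to find them. In this and the preceding simulation the replicate error was the same for every gene, whereas in the data the spread differed between loci. The recovery therefore does not carry over to loci of large spread. A simulated step ratio of 1.5 over 15000 genes was recovered as 1.5, with 41.2% of low values at the common step, against 3.02% when no common step was simulated.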

Results

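Transcript levels were measured in hippocampus and hypothalamus of male rats that had received DHA in the diet for 6 weeks. The study set out to learn how dietary DHA affects the transcriptome and DNA methylation of these brain regions. The 7 libraries analysed here were all from DHA-fed animals, 4 of hippocampus and 3 of hypothalamus, so the comparisons are those among replicates of a tissue and those between the tissues.

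Deposited FPKM summed to between 370020 and 391349 in the hippocampus libraries and to between 443335 and 471484 in the hypothalamus libraries. At a minimum of 1 FPKM, 10666, 10966, 11238 and 11052 loci were detected in hippocampus replicates 1 to 4, a mean of 10980.5 ± 238 (SD, n = 4). In hypothalamus replicates 1 to 3, 11119, 11495 and 11314 loci were detected, a mean of 11309.3 ± 188 (SD, n = 3). The 10 highest loci held 5.97% to 6.47% of the summed FPKM in hippocampus and 8.26% to 11.6% in hypothalamus. Absolute sequencing depth was not known. The spacing of low FPKM values showed that 1 fragment was worth 1.51 times as much in hippocampus replicate 2 as in replicate 3, and 1.16 times as much in replicate 2 as in replicate 4. In hypothalamus, a fragment of replicate 2 was worth 0.884 times one of replicate 3. In these 3 pairs, 22.4%, 25% and 25.7% of the low loci lay at the common ratio. For pairs with replicate 1 of either tissue, the largest share at any ratio was 4.81%, and no relative depth was obtained.

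**Figure D1:**
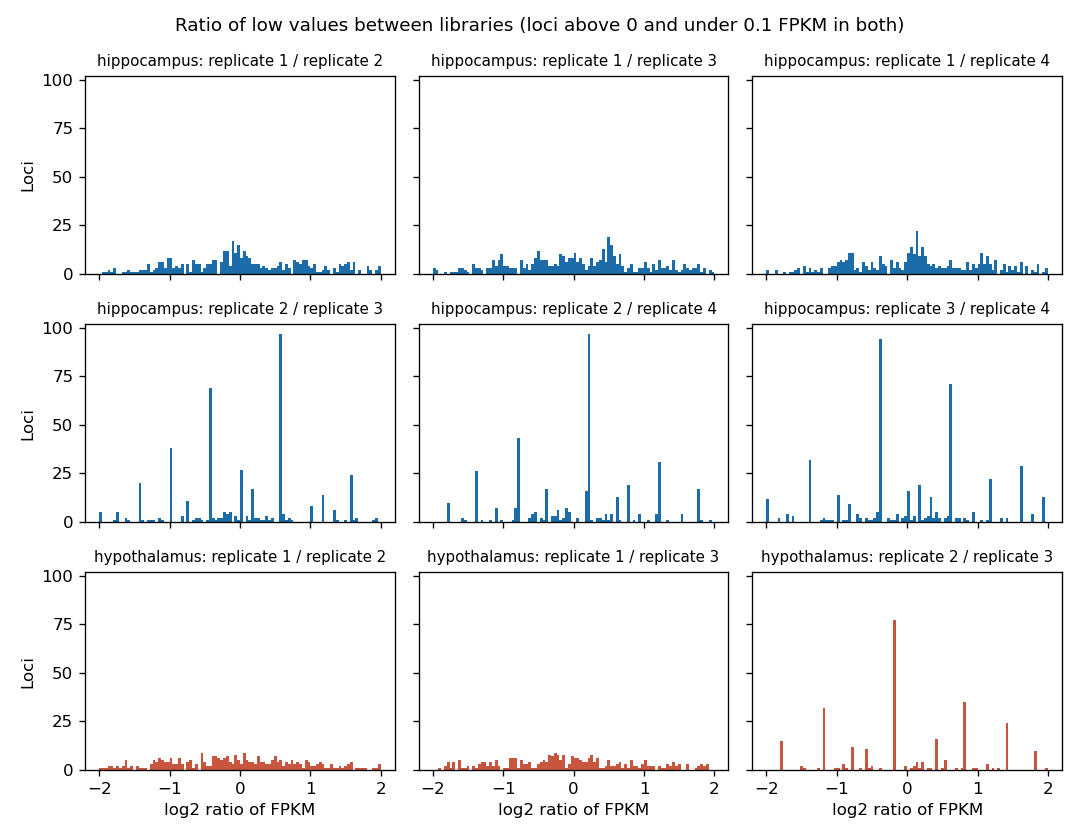
Histograms of the log2 ratio of FPKM between the libraries of each pair (x axis) against the number of loci (y axis), for loci above 0 and under 0.1 FPKM in both libraries, with hippocampus in blue and hypothalamus in red. Pairs without replicate 1 show sharp spikes that hold 20.8% to 25.7% of loci at the highest one, and pairs with replicate 1 show none above 4.81%.

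Replicate libraries were first compared within each tissue. Over 11197 hippocampal loci, Pearson r of log2(FPKM + 1) between libraries had a median of 0.917 across the 6 pairs and ranged from 0.827 to 0.966. These correlations are across loci, which are not independent replicates. The 3 pairs with replicate 1 gave 0.827 to 0.890, below the 0.944 to 0.966 of the other 3 pairs. Over 11483 hypothalamic loci the median r was 0.905, with 0.897 and 0.905 for the pairs with replicate 1 and 0.971 for replicates 2 and 3. The alternative that moved the hypothalamic median most was leaving out replicate 1, which gave 0.971, and the hippocampal median moved most without replicate 3, to 0.868. Among symbols with a single locus, pairs with replicate 1 rose to between 0.940 and 0.967 in hippocampus (9040 loci) and to 0.950 and 0.956 in hypothalamus (9734 loci). The remaining pairs of these symbols gave 0.962 to 0.975 and 0.973. Replicate 1 enters all means and SDs given here, and the comparison of the tissues is also given without it. With 1 such library per tissue, no spread can be computed among them.

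The median SD among replicates of log2(FPKM + 1) was 0.237 in hippocampus (n = 4) and 0.252 in hypothalamus (n = 3), and it fell to 0.134 in hypothalamus without replicate 1. In hippocampus it was 0.195 without replicate 1 and lowest, at 0.185, without replicate 4. The 90th percentile of this SD was 0.58 in hippocampus and 0.57 in hypothalamus. It exceeded 1 at 636 hippocampal loci (5.68%) and at 401 hypothalamic loci (3.49%).

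The 5 most variable hippocampal loci with a mean of at least 5 FPKM carried the symbols Gnas, Ppp3r1, Ywhah, Atp6v0c and Ube2e3, each of which has at least 1 other locus in the table. Replicate 1 was at or near 0 at all 5. At the Ppp3r1 locus XLOC_009206, replicates 1 to 4 read 0.0496, 479, 312 and 634 FPKM, while the other locus of Ppp3r1 read 430, 333, 266 and 359 FPKM. The Ywhah locus XLOC_009150 read 0.25 FPKM in replicate 1 and 388 to 544 FPKM in the others, and its other locus read 949 FPKM in replicate 1 and 375 to 456 FPKM in the others. At the Gnas locus XLOC_019025, replicates 1 to 4 read 0, 224, 0.737 and 522 FPKM, so that replicate 3 was low as well.

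**Figure D2:**
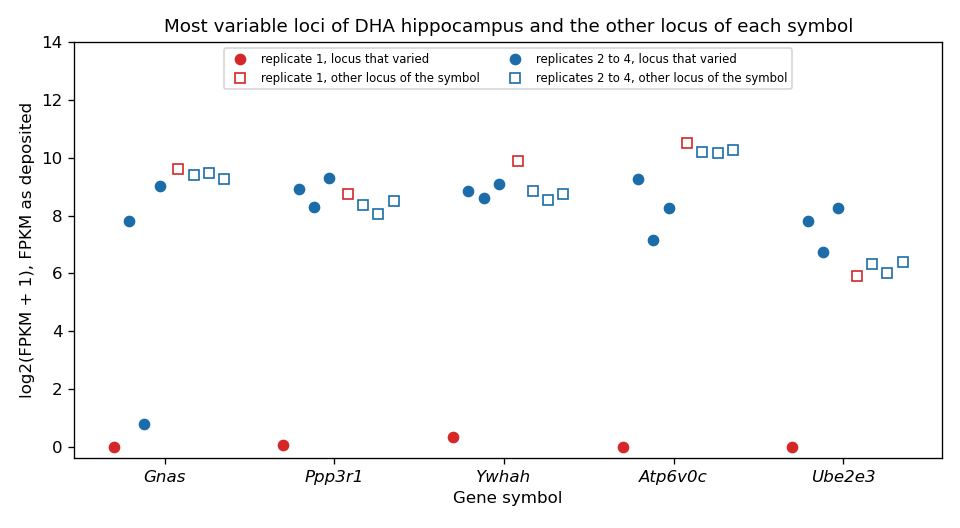
Log2(FPKM + 1) of the 5 most variable hippocampal loci (filled circles) and of another locus of the same symbol (open squares). Replicate 1 is in red and replicates 2 to 4 are in blue. Gnas has 4 loci in all. Replicate 1 lies at or near 0 at each variable locus but not at the second locus shown, as for Ppp3r1 with 0.0496 and 430 FPKM. At the second locus of Ywhah, replicate 1 read 949 FPKM, above the 375 to 456 FPKM of the others.

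In hypothalamus, the 5 most variable loci carried the symbols RT1-CE16, Vamp2, RT1-CE14, Ube2e3 and Scd. The locus of RT1-CE16, a class I histocompatibility gene of a family with near-identical copies, read 0, 13723 and 0 FPKM in replicates 1 to 3. RT1-CE14 read 398, 0 and 71.3 FPKM. At Vamp2 and Ube2e3, replicate 1 was again the low library, listed at 0 against at least 139 FPKM in replicates 2 and 3, and at Scd it was low as well, against 385 and 296 FPKM. Loci lost in replicate 1 by the criterion of under 0.1 times the lowest other library numbered 286 of 7586 in hippocampus, of which 135 were listed at 0, and 182 of 8129 in hypothalamus, of which 91 were listed at 0. No more than 11 loci were lost in any other hippocampus library and no more than 2 in any other hypothalamus library. A locus low in 2 libraries at once is counted for neither, as at the Gnas locus in hippocampus replicates 1 and 3. The counts therefore describe loci low in a single library, and do not show that all such swings are confined to replicate 1.

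The tissues were then compared over 10736 of the 15805 symbols found in both tables. Each tissue comes from its own table, so differences between tissues are also differences between tables, and no test was made across them. For 5644 symbols (52.6%), all libraries of one tissue lay above all libraries of the other, where chance gives 5.71%, or 613 symbols. Of these, 3023 were higher in hippocampus and 2621 in hypothalamus. With a difference of at least 2-fold required as well, 1560 symbols were higher in hippocampus and 1439 in hypothalamus, so that hippocampus took 52.0% of the calls. The scaling moved this split most. With FPKM as deposited, 928 symbols were higher in hippocampus and 1819 in hypothalamus, a hippocampal share of 33.8%, and the median difference of all compared symbols was −0.21 in place of 0.05 on the log2 scale. Without replicate 1 of either tissue, the counts were 1944 and 1709, of which 1467 and 1353 were among the calls of all 7 libraries.

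The largest differences towards hypothalamus were those of Oxt, Avp, Pmch, Tf and Plac8. Oxt, which encodes oxytocin, was listed at 0 in all 4 hippocampus libraries and read 2966, 1024 and 2000 FPKM in hypothalamus. Avp, which encodes vasopressin, read 3253 ± 448 FPKM in hypothalamus (SD, n = 3) and 0.677 ± 0.943 FPKM in hippocampus (SD, n = 4). Pmch, which encodes the precursor of melanin-concentrating hormone, read 826 ± 480 FPKM against 0.608 ± 0.202 FPKM. Plac8 read 919 ± 394 FPKM in hypothalamus and 1.87 ± 1.02 FPKM in hippocampus. Tf read 449 ± 107 FPKM in hypothalamus and 0.748 ± 0.532 FPKM in hippocampus, but the hypothalamic value came from a locus of a different run from the hippocampal one.

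Towards hippocampus, the largest differences were those of Ugt2b1, Slc17a7, Lpp, Nxf3 and Itpka. Slc17a7, a vesicular glutamate transporter gene, read 671 ± 131 FPKM in hippocampus (SD, n = 4) and 0.595 ± 0.420 FPKM in hypothalamus (SD, n = 3). Itpka, with a single locus in hippocampus, read 201 ± 35.4 FPKM against 1.77 ± 0.283 FPKM. Ugt2b1 read 1468 ± 511 FPKM in hippocampus and 0.0255 ± 0.00575 FPKM in hypothalamus. Lpp read 164 ± 17.3 against 0.461 ± 0.196 FPKM. Nxf3 read 102 ± 67.5 against 0.170 ± 0.0642 FPKM, and its hippocampal value was 3.40 FPKM in replicate 1 and 113 to 151 FPKM in the others. Ugt2b1, Lpp and Nxf3 each had 2 loci in hippocampus, and no library exceeded 0.274 FPKM at the lower one. Slc17a7 also had 2 loci there, the lower one at no more than 1.06 FPKM. The higher hippocampal locus of Ugt2b1 lay in the opposite run from its hypothalamic locus.

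Marker genes chosen in advance were examined in both tissues. Of 16 hypothalamic marker genes, 15 were higher in every hypothalamus library than in any hippocampus library under each of the 5 scalings tried. The remaining one, Npy, was listed at 0 in all 7 libraries. Hcrt read 653 ± 282 FPKM in hypothalamus and 2.27 ± 0.197 FPKM in hippocampus, Pomc read 123 ± 25.4 against 1.55 ± 2.36 FPKM, and Cartpt read 398 ± 39.7 against 5.51 ± 3.11 FPKM. Sst had the smallest difference of the 15, with 432 ± 79.0 FPKM in hypothalamus and 222 ± 46.3 FPKM in hippocampus. Of 13 hippocampal marker genes found in both tables, 9 were higher in every hippocampus library, 2 were higher in every hypothalamus library and 2 did not separate the tissues. Among the 9, Neurod6 read 69.2 ± 7.82 FPKM in hippocampus and 0.874 ± 0.298 FPKM in hypothalamus, and Wfs1 read 142 ± 28.3 against 17.6 ± 2.84 FPKM. Under FPKM as deposited and under upper-quartile scaling, the count of 9 became 8. Calb1 was among the genes higher in hypothalamus, at 64.7 ± 29.5 against 29.5 ± 1.35 FPKM. A second hippocampal locus of Calb1 had a mean of 23.6 FPKM and a highest library of 49.0 FPKM, and with loci summed the difference went from −0.74 to −0.02 on the log2 scale. Fibcd1 was listed at 0 in all 7 libraries, and Lct was at most 0.129 FPKM in each.

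Genes that handle fatty acids bear on how these tissues take up, bind and convert dietary DHA. Of the 20 listed, 18 were found in both tables, and Fads1 and Srebf1 were not analysed here. The mean level of the list was 4.61 ± 0.07 in hippocampus and 4.84 ± 0.10 in hypothalamus in log2(FPKM + 1) as deposited, but 5.98 and 5.95 after rescaling to the same sum, so its direction depended on the scaling. In the rescaled values, 13 of the 18 genes overlapped between the tissues, and in FPKM as deposited 10 did, since Fabp7, Slc27a1 and Slc27a4 were then higher in every hypothalamus library as well. Fads2, which encodes a fatty acid desaturase, read 150 ± 3.98 FPKM in hypothalamus (SD, n = 3) and 95.2 ± 10.4 FPKM in hippocampus (SD, n = 4). Rxra read 18.6 ± 2.38 against 8.82 ± 0.961 FPKM and Cpt1a read 12.6 to 13.5 FPKM over the hypothalamus libraries against 6.12 to 7.71 FPKM over the hippocampus libraries. These 3 genes were higher in every hypothalamus library, and Mfsd2a and Ppara were higher in every hippocampus library, under each of the 5 scalings. Mfsd2a, a transporter gene for DHA-containing lipids, read 21.8 ± 2.07 FPKM in hippocampus and 15.4 ± 1.69 FPKM in hypothalamus. It has 2 loci in each table, and with their values summed its difference changed sign, from 0.78 to −0.17 on the log2 scale. Ppara read 1.98 ± 0.427 FPKM in hippocampus and 0.928 ± 0.303 FPKM in hypothalamus.

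Among the 13 genes that overlapped after rescaling, Scd was the most abundant, at 1249 ± 113 FPKM in hippocampus and 1147 ± 364 FPKM in hypothalamus. Fabp7 read 87.7 ± 10.2 and 155 ± 49.8 FPKM, Elovl5 read 48.5 ± 10.9 and 82.2 ± 24.7 FPKM, and Fabp5 read 108 ± 22.9 and 94.3 ± 14.5 FPKM, in hippocampus and hypothalamus respectively. Rescaled differences of all 18 genes ran from −0.75 for Rxra to 1.09 for Ppara on the log2 scale.

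**Figure D3:**
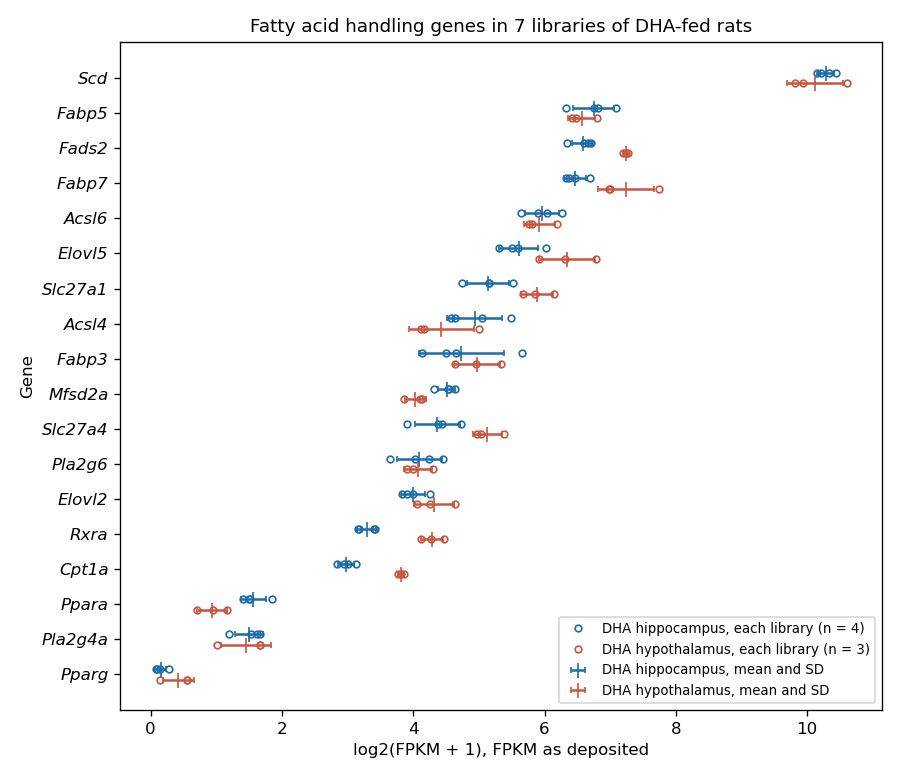
Log2(FPKM + 1) as deposited (x axis) of the 18 fatty acid handling genes (y axis) in 4 DHA hippocampus libraries (blue) and 3 DHA hypothalamus libraries (red), with each library as a circle and bars for the mean and SD. On this scale 6 genes lie higher in hypothalamus without overlap, of which Fads2, Rxra and Cpt1a do so under each of the 5 scalings and Fabp7, Slc27a1 and Slc27a4 do not, and Mfsd2a and Ppara lie higher in hippocampus.

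The other lists were compared between replicates of a tissue. Levels of the oligodendrocyte, astrocyte, microglia and endothelial lists differed between hippocampus libraries by at most 0.39 on the log2 scale, at percentiles from 38.9 to 82.1 of random lists of matched expression. The choroid plexus list read 4.53, 0.96, 5.25 and 4.57 in hippocampus replicates 1 to 4, and its range of 4.29 was above that of every one of 10000 random lists, whose median range was 0.22. Ttr, its most abundant gene, read 4651, 31.9, 5771 and 1967 FPKM. In hypothalamus, where the list also held Folr1, it ranged from 1.68 to 1.94. The meninges list ranged from 1.82 to 4.09 in hippocampus, highest in replicate 3, and from 2.82 to 4.75 in hypothalamus, highest in replicate 2. The immediate early gene list was highest in hippocampus replicate 1, at 4.30 against 3.28 to 3.62 in the others.

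**Figure D4:**
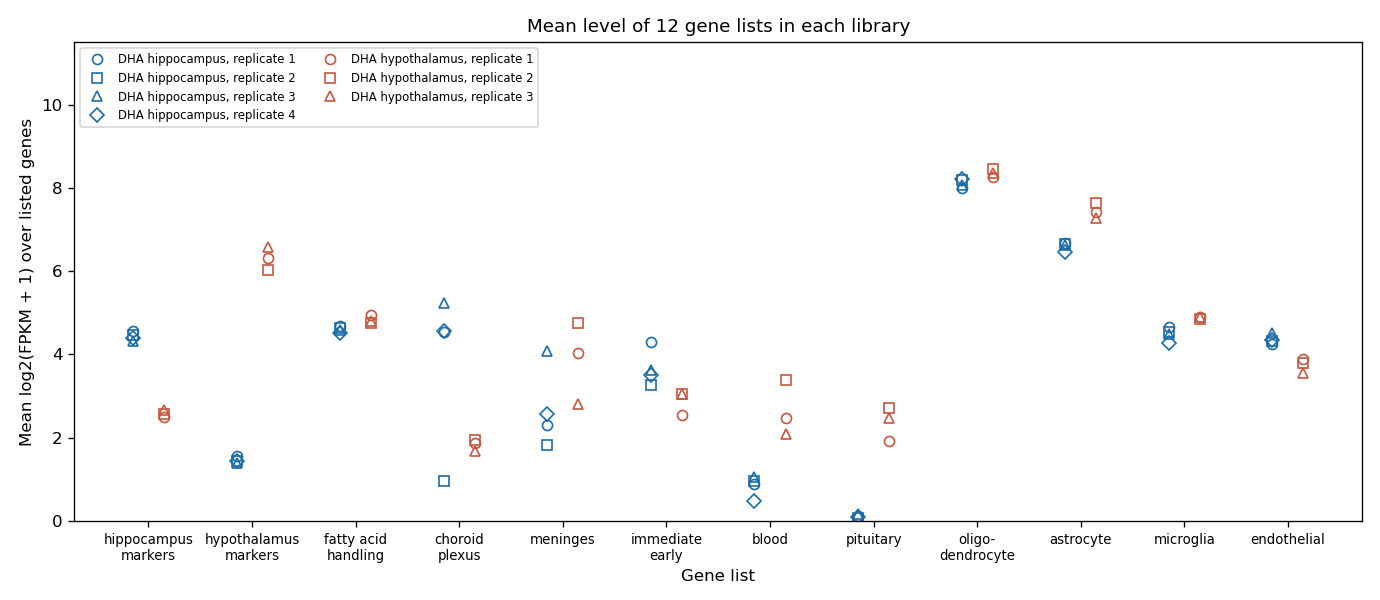
Mean log2(FPKM + 1) over the genes of each of 12 lists (y axis) in each library, with hippocampus in blue, hypothalamus in red and a marker shape per replicate. The choroid plexus list of hippocampus falls to 0.96 in replicate 2 and lies between 4.53 and 5.25 in the other 3 libraries.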

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

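Among results measured in the 4 hippocampus libraries, 5 had a library that stood apart by Dixon's ratio, the gap to the nearest library divided by the whole range. Of these, 2 were among 5 loci picked for a large SD. The other 3 were among 64 results with any range, where chance gives 3.2, although lists and their genes are not independent. The tests below on the choroid plexus list against random lists, on the strand and depth explanations of lost loci and on the steps of low values were chosen after the result was seen, and the tests on the other locus, on a scale difference and on split loci before.

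The choroid plexus list was lowest in hippocampus replicate 2, with a ratio of 0.833. All 8 of its genes listed above 0 were lowest in that library. A scale difference of replicate 2 would shift other loci as well, but its median log2 ratio to the other libraries over loci of at least 1 FPKM was 0.035, against −3.82 for the list. Reads split between loci of a symbol did not account for it either, since the range over libraries was 4.76 for the 7 genes with a single locus. The range of the full list lay at percentile 100 of random lists of matched expression. A candidate explanation is choroid plexus tissue carried along in 3 of the 4 dissections and largely absent from replicate 2, a hypothesis that the list's own genes cannot settle. All 4 libraries belong to the same group, so no biological explanation was tested.

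The loci of Ppp3r1 (ratio 0.890) and Ywhah (ratio 0.945) and the gene Nxf3 (ratio 0.918) were each lowest in hippocampus replicate 1. The Ppp3r1 and Ywhah loci belong to a wider pattern of loci near 0 in replicate 1 and at 5 FPKM or more in the other libraries. Of 286 such loci in hippocampus, 91.6% had another locus of the same symbol in the opposite run of the same chromosome, against 13.3% of comparable loci that were not lost. In hypothalamus the share was 90.1% of 182 loci, against 10.4%. Lower depth of replicate 1 would affect symbols listed once as well, but 0.160% of comparable loci of such symbols were lost in hippocampus and 0.113% in hypothalamus, against 21.2% and 16.5% of loci with a counterpart in the opposite run. A lower level of these genes in that animal would lower the other locus too, but there the median log2 ratio of replicate 1 to the mean of the others was 0.30 over 262 loci in hippocampus and 0.53 over 164 loci in hypothalamus. Low values of replicate 1 showed no sharp common step with those of the other libraries. The largest share of loci at any ratio was 4.81% in hippocampus and 3.12% in hypothalamus. Pairs without replicate 1 reached at least 20.8% and 25.7%. A blurred step is not excluded. In hippocampus, log2 ratios at the peak were −0.03, 0.49 and 0.13 for replicate 1 against replicates 2, 3 and 4. Those of replicate 2 against replicates 3 and 4 lay nearby, at 0.60 and 0.21. A candidate explanation is that replicate 1 of each tissue was prepared or quantified with other settings, with reads assigned by strand in replicate 1 and not in the others. The labels record no such difference, and that the 2 runs of a chromosome are its strands is an inference from row order. These tests do not account for Nxf3: its other hippocampal locus was listed at 0 in every library, so no reads of replicate 1 appeared there, and chromosome X, on which it lies, was given no runs. Values of symbols with loci in both runs are uncertain wherever replicate 1 enters a mean.

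Calb1 was highest in hippocampus replicate 4, with a ratio of 0.951. The libraries read 28.7, 28.8, 28.9 and 31.5 FPKM, so the gap came from the closeness of the other 3 values, and the whole difference is smaller than the median SD among replicates. A second hippocampal locus of Calb1, with a mean of 23.6 FPKM, is not included in these values. No explanation was tested.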

How the results depend on the processing

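Summing over loci, single-locus symbols, loci of any status and leaving out replicate 1 of both tissues were chosen after seeing the data. For results that answer a comparison, 53 values under the alternatives other than leaving out a library moved by less than the replicate spread (or, for counts, stayed within 1.5 times), and 27 moved further. Among values that left out 1 library, 54 stayed and 2 moved.

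Symbols higher in hippocampus fell from 1560 to 928 with FPKM as deposited, where those higher in hypothalamus rose from 1439 to 1819. All 928 were among the 1560. Every other alternative tried kept both counts within 1.5 times. Which tissue had more calls was less stable: hypothalamus also had more with median centring (1388 against 1211), with upper-quartile scaling (1490 against 1119), without hippocampus replicate 3 (1633 against 1592) and without hypothalamus replicate 3 (1567 against 1485). Without 1 library at a time, they ran from 1485 to 1816 and from 1404 to 1633.

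The median SD fell to 0.165 in hippocampus and 0.176 in hypothalamus at a pseudocount of 5, and to 0.163 and 0.171 with no filter on low values. Leaving out 1 library gave 0.134 to 0.270 in hypothalamus, lowest without replicate 1, and 0.185 to 0.262 in hippocampus, lowest without replicate 4. The median r in hypothalamus was 0.849 at a pseudocount of 0.1, 0.960 with no filter and 0.956 for symbols with 1 locus, and ran from 0.895 to 0.971 without 1 library. In hippocampus it stayed within the spread of its pairs under each of these.

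List levels shift with the scale itself, and are given for hippocampus and then hypothalamus. The hippocampal markers are not the same genes in both: Camk2a enters in hippocampus alone and Zbtb20 in hypothalamus alone. At a pseudocount of 0.1, the fatty acid list read 4.36 and 4.63, the hypothalamic markers −0.14 and 6.02 and the hippocampal markers 3.94 and 1.70. Rescaled to a common sum, they read 5.98 and 5.95, 2.16 and 7.41, and 5.71 and 3.40. With listed genes of at least 1 FPKM only, which drops different genes in each tissue and allows no comparison between them, they read 4.87 and 5.36, 2.95 and 6.73, and 5.18 and 4.17. Summing over loci raised the hippocampal markers in hippocampus to 4.57. The fatty acid list, whose 18 genes are the same in both tables, changed direction on rescaling.

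Among named genes, 4 changed direction between the tissues. Elovl2, at −0.04, ran from −0.16 to 0.14 without 1 library. Fabp3, at 0.05, became −0.24 with FPKM as deposited, −0.05 with median centring, −0.11 with upper-quartile scaling and −0.07 with quantile normalization. Without 1 library, Fabp3 ran from −0.27 to 0.25. Lct, at 0.07, ran from −0.0218 to 0.11. Mfsd2a became −0.17 with its loci summed, where its other locus had a mean of 14.8 FPKM in hypothalamus and 0.511 FPKM in hippocampus. The first 3 overlapped between tissues in the first place. For the other changes the cause was not tested. Of the remaining values of named genes, 106 stayed within the replicate spread and 54 were counted as moving further, while leaving out 1 library gave 359 and 14. Npy and Fibcd1 were at 0 in every library and have a spread of 0, so their unchanged differences of 0 were counted as moved. The 14 are those of these 2 genes. No gene with a spread above 0 moved further without 1 library, apart from those that changed direction.

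No paired analysis was possible because the result between tissues comes from no test, the tables having been treated as normalized separately. In the pairing check, deviations of same-numbered libraries from their tissue mean correlated at −0.08, −0.20 and −0.33 over 9741 symbols for replicates 1, 2 and 3. The planned limma fits and their alternatives, and those on comparisons of the authors' own, were not run, and the pituitary list in hippocampus had no gene of at least 1 FPKM to keep. Depth is unknown, which limits what a value of 0 or near 0 can show.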

Other observations

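The count of lost loci shared by the tissues and the percentiles of lists were chosen after the result was seen, the other tests in this part before.

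Same-numbered libraries of the tissues did not deviate in the same direction. Among 8067 symbols with 1 locus in both tables, the deviations of same-numbered libraries correlated at −0.20, −0.31 and −0.45, the last being that of replicate 3. Differently numbered pairs ran from −0.12 to 0.45, the highest being hippocampus replicate 3 with hypothalamus replicate 2. Hippocampus replicate 1 with hypothalamus replicate 3 gave 0.34, and hippocampus replicate 2 with hypothalamus replicate 1 gave 0.16. Deviations of the 3 hypothalamus libraries from their mean sum to 0, so these correlations are not independent. Replicate 1 of each tissue shared its lost loci more than chance gives: of 244 symbols that could be lost in both, 26 were, where 11.3 are expected.

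Differences between the tissues of at least 16-fold were seen for 102 called symbols with a run in both tables. For 17.6% of these, the loci taken in the 2 tables lay in opposite runs, against 3.29% of the other 10280 symbols and 0.268% of symbols with 1 locus in both tables. Part of the largest differences, such as those of Tf and Ugt2b1, may therefore reflect which locus of a symbol each table assigned its reads to. The remaining differences of this size came from loci in the same run, among them those of Oxt, Avp, Pmch, Plac8, Slc17a7 and Itpka, and are not explained in this way. Lying in the same run does not exclude other differences between the tables for these genes.

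Some genes used by every cell were listed at under 1 FPKM. Of the ribosomal protein genes, 16.9% were under 1 FPKM in hippocampus (12 of 71) and 15.7% in hypothalamus (11 of 70), against 7.89% and 5.41% of proteasome subunit genes. Reads shared with pseudogenes might lower ribosomal protein genes in this way, but the shares differ too little to tell. Between the tissues, 20 of 70 ribosomal protein genes and 1 of 37 proteasome genes were more than 4-fold apart, although the median SD among replicates was 0.30 and 0.22 on the log2 scale. Picked after their values were seen, Gapdh read 5.87 ± 2.14 FPKM in hippocampus and 599 ± 184 in hypothalamus, and Ppia read 5.91 ± 1.11 and 0.604 ± 0.684 FPKM. Actb read 1527 ± 64.2 and 1509 ± 195 FPKM. A difference of 1 such gene between the tables cannot be told apart from how reads were assigned.

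Of symbols with several loci in the same run and none in the opposite one, outside receptor families and unnamed genes, 50% were at 0 in all hippocampus libraries (118 of 236) and 58.3% in all hypothalamus libraries (134 of 230). Symbols with 1 locus were at 0 in 9.52% and 9.05%, and those with loci in opposite runs in 0.781% and 1.30%. This is consistent with reads lost between neighbouring loci of 1 symbol, a hypothesis. Npy, Fibcd1, Otx2 and Col1a2 each have 2 loci and were listed at 0 in all libraries, so their zeros do not show an absence of transcript.

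Several lists varied between libraries of a tissue more than most random lists of matched expression, among 24 combinations of list and tissue. Genes of the random lists were drawn independently, so a high percentile shows that the genes of a list varied together and not why. In hypothalamus, the blood list read 2.48, 3.39 and 2.08 in replicates 1 to 3 (percentile 99.9) and the pituitary list 1.93, 2.71 and 2.48 (percentile 99.7), with Cga at 70.4, 282 and 183 FPKM. The meninges list read 4.03, 4.75 and 2.82 there (percentile 99.9). The hypothalamic markers were at percentile 99.4 in hypothalamus. In hippocampus, the choroid plexus and meninges lists were at percentile 100 and the immediate early list at 99.6. Apart from the choroid plexus list, no explanation was tested for these.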
